# BMP signalling differentially regulates distinct haematopoietic stem cell types

**DOI:** 10.1038/ncomms9040

**Published:** 2015-08-18

**Authors:** Mihaela Crisan, Parham Solaimani Kartalaei, Chris Vink, Tomoko Yamada-Inagawa, Karine Bollerot, Wilfred van IJcken, Reinier van der Linden, Susana M. Chuva de Sousa Lopes, Rui Monteiro, Christine Mummery, Elaine Dzierzak

## Abstract

Adult haematopoiesis is the outcome of distinct haematopoietic stem cell (HSC) subtypes with self-renewable repopulating ability, but with different haematopoietic cell lineage outputs. The molecular basis for this heterogeneity is largely unknown. BMP signalling regulates HSCs as they are first generated in the aorta-gonad-mesonephros region, but at later developmental stages, its role in HSCs is controversial. Here we show that HSCs in murine fetal liver and the bone marrow are of two types that can be prospectively isolated—BMP activated and non-BMP activated. Clonal transplantation demonstrates that they have distinct haematopoietic lineage outputs. Moreover, the two HSC types differ in intrinsic genetic programs, thus supporting a role for the BMP signalling axis in the regulation of HSC heterogeneity and lineage output. Our findings provide insight into the molecular control mechanisms that define HSC types and have important implications for reprogramming cells to HSC fate and treatments targeting distinct HSC types.

## Abstract (web summary)

How bone morphogenetic proteins (BMPs) regulate haematopoietic stem cells (HSCs) later in development is unclear. Crisan *et al.* show that long-term repopulating HSCs in murine fetal liver and the bone marrow are of two types: either BMP activated or non-BMP activated, which correlate with different lineage outputs.

Understanding the signalling pathways and mechanisms by which haematopoietic stem cells (HSCs) sustain their robust homoeostatic and regenerative characteristics is important for disease treatments that may differentially affect HSC subtypes. Long-term repopulating HSC subtypes have been defined by their haematopoietic lineage output—myeloid–lymphoid balanced (Bala) HSCs, myeloid-biased (My) HSCs and lymphoid-biased (Ly) HSCs. The clonal composition of the HSC compartment is age-dependent^1^,^2^,^3^,^4^. Bala-HSCs are found throughout ontogeny, Ly-HSCs predominate in young individuals and My-HSCs predominate in older individuals^2^,^3^,^4^. The molecular basis for HSC subtypes is hindered by the lack of prospective isolation. Since bone morphogenetic protein (BMP) affects the development of HSCs in the embryo, HSC subtypes may be differentially controlled by the BMP signalling pathway. It is known that high concentrations of BMP4 maintain proliferation and repopulating activity of human cord blood HSCs^5^. However, it has also been shown that conditional inactivation of *BMPR1a* increases the number of bone marrow (BM) HSCs^6^, that the canonical BMP pathway is dispensable in embryonic day 14 (E14) fetal liver (FL) and adult BM^7^ and that inhibition of Smad-dependent BMP signalling enhances homing and engraftment of BM HSCs^8^. Since the role of BMP in HSC regulation is as yet uncertain, we examined whether HSCs in the embryo, fetus and adult are directly responsive to BMP signalling and the relationship of BMP signalling to HSC heterogeneity.

Here we show in BMP responsive element (*BRE) GFP* transgenic mouse embryos^9^ that all HSCs emerging *in vivo* in the aorta-gonad-mesonephros (AGM) region are BMP activated. In contrast, HSCs in murine FL and BM are of two types—BMP activated and non-BMP activated. The initially high proportion of BMP-activated HSCs decreases through ontogeny, and is surpassed by HSCs that are non-responsive to BMP. Clonal transplantation of the two BM HSC types demonstrates that HSC lineage output correlates with the state of BMP activation. Moreover, the two HSC types differ in intrinsic genetic programs thus supporting a role for the BMP signalling axis in the regulation of HSC heterogeneity and lineage output.

## Results

### All AGM HSCs *in vivo* are BMP-activated

The localized production of BMP4 in the AGM^10^,^11^,^12^ and *BMPR2* expression by enriched AGM haematopoietic progenitors and stem cells (HPSCs)^10^ suggests that BMP may act directly on HSCs. We examined the BMP activation status of HSCs during ontogeny in *BRE–GFP* transgenic mice. GFP is expressed in *BRE–GFP* mice when BMP and the BMP receptor signal through Smad1/5 to activate transcription from the *BRE* sequence (Fig. 1a). GFP expression denotes BMP activation at the moment of cell observation/isolation and does not represent previous BMP activation history. Importantly, all BRE*–*GFP-expressing cells also express pSmad1/5/8 (ref. 13). Three-dimensional imaging of whole-mount immunostained transgenic E10.5 embryos shows that BMP-activated (GFP^+^) cells are predominantly distributed in the ventral aspect of the aorta (lumenal hematopoietic, endothelial and underlying mesenchymal cells; Fig. 1b). HPSCs are known to reside in the haematopoietic clusters closely associated with the aorta^14^,^15^,^16^. Some cluster cells are GFP^+^ (Fig. 1c), suggesting heterogeneity in BMP activation within the HPSC compartment at the time of HSC generation. To test the BMP activation status of HSCs, E11 AGM GFP^+^ and GFP^−^ cells were sorted (6.2±3.1%(mean±s.d.) of E11 AGM cells are GFP^+^; Fig. 1d, Supplementary Fig. 1A) and transplanted into adult irradiated recipient mice. All AGM HSCs were found in the BMP-activated fraction (Fig. 1e): 3 out of 7 recipients receiving GFP^+^ AGM cells were long term, high level repopulated (>10% chimerism) by donor cells, whereas no recipients (0 out of 7) receiving GFP^−^ AGM cells were donor engrafted (*P*=0.05), even when high embryo equivalents of cells were injected. These data show that BMP signalling is activated in HSCs when they are first detected in the AGM.

### Two HSC types can be prospectively isolated from FL and BM

Examination of the BMP activation status of the cells in the *BRE–GFP* E14 FL and adult BM revealed that 3.7±0.5% (mean±s.d.) and 5.5%±1.8 (mean±s.d.) of cells, respectively, were GFP^+^ (Fig. 2a,c; Supplementary Fig. 1A). When sorted *BRE–GFP* E12*–*E14 FL or adult BM cells were transplanted, HSCs were found in both fractions, GFP^+^ and GFP^−^. Recipient mice were found to be long-term, high level repopulated (Fig. 2b,d) and secondary transplantation of BM from primary recipients showed that the HSCs self-renew (Fig. 2b,d). Thus, the FL and BM contain two types of HSCs—BMP activated and non-BMP activated. The percentage of phenotypic HSCs (LSK-SLAM; Lin^−^Sca1^+^cKit^+^CD150^+^CD48^−^) in E14 FL is significantly higher in the BMP-activated fraction (73%) than in the non-BMP-activated fraction (27%; *n*=5, *T*-test *P*<0.001; Fig. 2e,f). In contrast, in the BM, the majority (92%) of the phenotypic LSK-SLAM HSCs is non-BMP activated (Fig. 2g,h). BMP activation as detected by BRE*–*GFP expression allows prospective isolation of the two HSC types to enable study of their molecular and functional characteristics.

The expression profiles of the BMP-activated and non-activated HSCs as examined by RNA sequencing show distinct genetic programs (Fig. 3). 

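RNA sequencing was performed on LSK-SLAM cells, the lineage-negative, Sca1-positive and cKit-positive cells with the SLAM surface profile (CD150-positive, CD48-negative) that enriches for HSCs, sorted from *BRE–GFP* mice into GFP+ and GFP- fractions. There were 4 samples, 1 each of GFP+ and GFP- cells from the FL at embryonic day 14 and from adult BM. No condition thus had a replicate, and a difference between single conditions has no replicate check. The GFP contrast is repeated only across the tissues. Libraries were made with the SMARTer protocol, which amplifies cDNA from small amounts of RNA. The authors mapped the reads to NCBI37/mm9 with Bowtie and TopHat, computed FPKM with Cufflinks, corrected for fragment bias and multiple mapping with Cuffquant, and normalized all samples together with Cuffnorm by its geometric method. The deposited values are these FPKM for 23906 gene symbols in each sample. Read counts are not in the files, so the sampling error of a single FPKM value cannot be computed from them. The depth that the paper reports, in uniquely mapped reads, is 12200000 for FL GFP+, 9630000 for FL GFP-, 12100000 for BM GFP+ and 11100000 for BM GFP- cells. Genes with an FPKM above 0 numbered 12372 in FL GFP+, 15556 in FL GFP-, 13489 in BM GFP+ and 17345 in BM GFP- cells, so that fewer genes were detected in the GFP+ sample of each tissue. FPKM summed to 646854 in FL GFP+, 541453 in FL GFP-, 1000848.1 in BM GFP+ and 729311 in BM GFP- cells, and the 100 genes with the highest FPKM took 29.2%, 28.2%, 40.3% and 31.6% of these sums. Sample identities follow the deposited labels. Of 27 values read by eye from Figs 3a and 4g, 7 were within 1.5 times of the deposited ones under these labels. With the samples in reverse order 22 were, so differences from these figures may reflect sample order. Ratios between fractions are given as log2 of (FPKM + 1) in GFP+ over (FPKM + 1) in GFP- cells, a scale that understates changes of genes with low FPKM. The paper's own rule, FPKM in one fraction more than 2 times that in the other in both tissues, was applied to the FPKM as deposited.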

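Across the 13609 genes with an FPKM of at least 1 in at least 1 sample, Pearson's r between log2(FPKM + 1) values was 0.828 for GFP+ and GFP- cells of the FL and 0.863 for those of the BM. Between tissues, r was 0.693 for the GFP+ samples, 0.834 for the GFP- samples, 0.779 for FL GFP+ against BM GFP- cells and 0.729 for FL GFP- against BM GFP+ cells. These correlations are across genes, which are not independent replicates. The mean r of the same-tissue pairs exceeded that of the same-GFP pairs by 0.082 (95% interval 0.074 to 0.091 from 1000 bootstrap samples of the genes). Without the filter on low FPKM the excess was 0.045, the largest shift among the alternatives tried. From the differences between the fractions the paper concludes that BMP-activated and non-activated HSCs have distinct genetic programs.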

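*Bmpr2*, which encodes the type 2 BMP receptor and lies on chromosome 1 of NCBI37/mm9 from 59821481 to 59927703, had an FPKM of 0.120 in GFP+ and 2.02 in GFP- cells of the FL (no replicates). In the BM its FPKM was 0.038 in GFP+ and 0.251 in GFP- cells (no replicates). *Bmpr1a* (chromosome 14, 35223920 to 35316527) had an FPKM of 0 in the GFP+ cells of both tissues, 0.0080 in FL GFP- cells and 0.347 in BM GFP- cells. *Bmpr1b* (chromosome 3, 141500100 to 141832389) was at 0 in all 4 samples. On the log2(FPKM + 1) scale the GFP+/GFP- ratio of *Bmpr2* was −1.43 in the FL and −0.27 in the BM, and that of *Bmpr1a* was −0.011 and −0.43. Such low FPKM values lie near the limit of detection. Of the 840 other genes whose FPKM in FL GFP+ cells was within 2-fold of that of *Bmpr2*, 119 were at 0 in FL GFP- cells, or 14.2% (95% Wilson interval 12.0 to 16.7%). *Bmpr2* itself was detected in FL GFP- cells, so this share bears on no absence of a *Bmpr* gene from GFP- cells here. Of the 2454 genes within 2-fold of *Bmpr1a* in BM GFP- cells, 1384 were at 0 in BM GFP+ cells, or 56.4% (95% Wilson interval 54.4 to 58.3%). A value of 0 for a receptor gene at this FPKM does not by itself separate absence of the transcript from missed detection. A pseudocount of 0.1 moved these ratios most, to −3.27 for *Bmpr2* in the FL and −2.16 for *Bmpr1a* in the BM. The paper reads the FPKM values of Fig. 3a as expression of *Bmpr* genes in the BMP-activated fraction of both tissues and their absence from the other fraction. The order of samples in that figure may differ from that of the deposited labels.

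**Figure D1:**
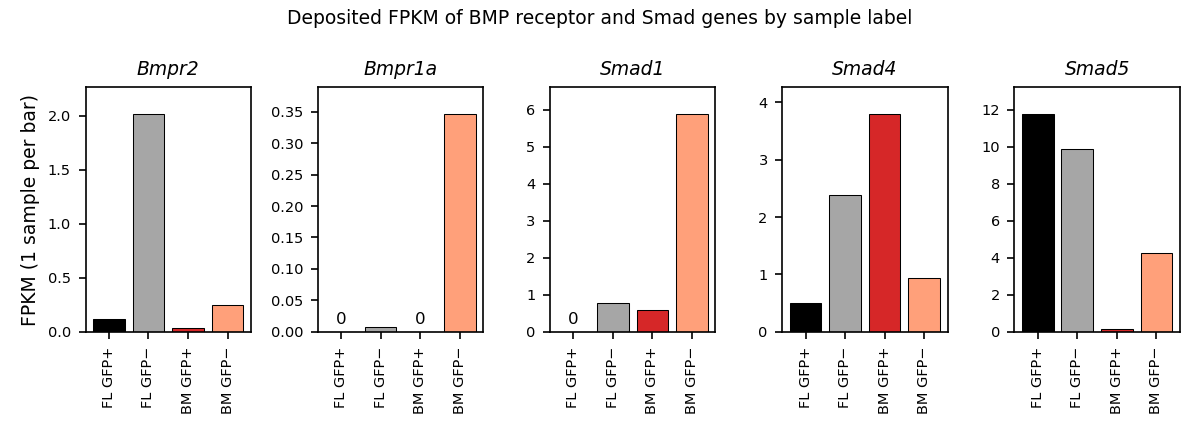
FPKM of *Bmpr2*, *Bmpr1a*, *Smad1*, *Smad4* and *Smad5* in the 4 samples, named by their deposited labels. Each bar is 1 sample without replicates, each panel has its own linear axis from 0, and a 0 marks a gene that was not detected. *Bmpr2* is highest in FL GFP- cells at 2.02 and *Bmpr1a* in BM GFP- cells at 0.347.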

FL and BM LSK-SLAM GFP^+^ HSCs express *Bmpr* genes, whereas GFP^−^ LSK-SLAM HSCs do not (Fig. 3a). 

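*Smad1* (chromosome 8 of NCBI37/mm9, 81862294 to 81923417) had an FPKM of 0 in FL GFP+, 0.779 in FL GFP-, 0.577 in BM GFP+ and 5.90 in BM GFP- cells (no replicates). Of the 1927 genes with an FPKM within 2-fold of that of *Smad1* in FL GFP- cells, 47.4% (95% Wilson interval 45.2 to 49.6%) were at 0 in FL GFP+ cells. For *Smad4* (chromosome 18, 73798663 to 73863434) the FPKM was 0.496 in FL GFP+ and 2.39 in FL GFP- cells, and 3.803 in BM GFP+ and 0.933 in BM GFP- cells. *Smad5* (chromosome 13, 56804371 to 56843738) had an FPKM of 11.8 in FL GFP+ and 9.88 in FL GFP- cells, against 0.130 in BM GFP+ and 4.28 in BM GFP- cells. The log2(FPKM + 1) ratio of *Smad4* was −1.18 in the FL and 1.31 in the BM, and that of *Smad5* was 0.23 and −2.22. *Smad4* and *Smad5* were thus detected in all 4 samples and *Smad1* in all but FL GFP+ cells. Replacing the pseudocount of 1 by 0.1 changed the ratio of *Smad1* in the FL from −0.83 to −3.14, the largest shift among these genes.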

*Smad* genes are expressed in both fractions. 

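Under the paper's rule, 473 genes were high in the BMP-activated fraction, with an FPKM in GFP+ cells more than 2 times that in GFP- cells in both FL and BM. For 108 of them (22.8%) the FPKM was 0 in at least 1 of the GFP- samples, and for 97 it was under 1 in at least 1 of the GFP+ samples. In 264 of them the log2(FPKM + 1) ratio also passed 1 in both tissues. Each condition had 1 sample, so the rule is a threshold on a ratio without a test, and the count has no replicate check. The threshold moved the count most among the alternatives, to 1082 genes at 1.5-fold and to 133 at 4-fold. The BMPR2 gene set to which the paper compared this list, drawn from kinase perturbation experiments, is not in the files analysed here. From the enrichment of these genes for BMPR2 downstream targets, the paper concludes that BMP signalling is active in the GFP+ HSCs (Fig. 3b).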

Genes upregulated in the GFP^+^ FL and BM HSC fractions are significantly enriched in BMPR2 downstream targets, confirming BMP signalling activation (Fig. 3b). 

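Both gene lists rest on a change in the same direction in FL and BM. Of the 4983 genes past the 2-fold threshold in both tissues, 473 were higher in GFP+ cells in both and 2465 higher in GFP- cells in both, while 881 were higher in GFP+ cells of the FL and GFP- cells of the BM and 1164 the other way round. The odds ratio of a shared direction was 1.14 (exact 95% interval 0.99 to 1.30, *P* = 0.058 by Fisher's exact test across genes). Across the 13609 genes with an FPKM of at least 1 in at least 1 sample, the GFP+/GFP- log2 ratio in the FL and that in the BM had a Pearson's r of 0.031 (95% interval 0.0008 to 0.059 from 1000 bootstrap samples of the genes). Genes are not independent replicates, and the intervals describe the spread over genes and not over animals. The setting that moved the odds ratio most was a threshold of 1.5-fold, at 1.30 (exact 95% interval 1.17 to 1.43), and a pseudocount of 0.1 raised r to 0.061. The paper takes the genes that pass the rule in both tissues as the sets that distinguish the BMP-activated from the non-BMP-activated HSC type.

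**Figure D2:**
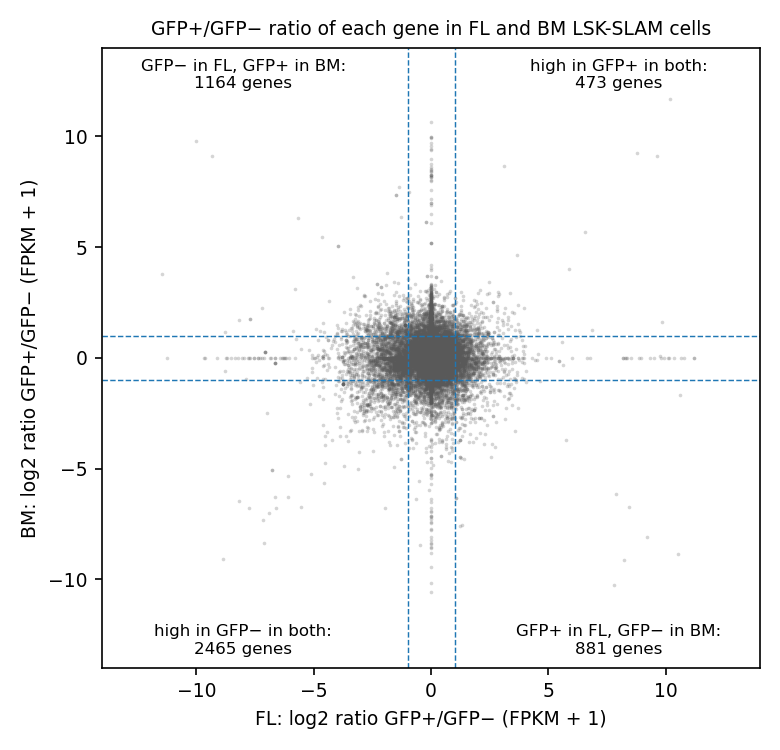
Ratio of GFP+ to GFP- cells for each of 13609 genes, as log2 of (FPKM + 1) ratios, in the FL (horizontal axis) and in the BM (vertical axis), with dashed lines at a 2-fold ratio on this scale. Each point is 1 gene, and the corner counts give the genes past 2-fold in both tissues by the paper's rule, which uses FPKM without the added 1 and so also counts genes of low FPKM near the centre.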

Moreover, other categories/gene sets were found to be differentially expressed between the two HSC types. For example, sets common to FL and BM upregulated in the BMP-activated HSCs are significantly enriched for genes involved in homoeostasis and metabolism, and MYC and STAT5B target genes (Fig. 3c). 

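The 5 genes of the list with the largest smaller-of-both-tissues log2(FPKM + 1) ratio were all genes of short RNAs. *Snord19*, a small nucleolar RNA gene of 76 bases on chromosome 14 of NCBI37/mm9 (31829392 to 31829467), had an FPKM of 1150.9 in FL GFP+ and 3333.2 in BM GFP+ cells and 0 in both GFP- samples (no replicates). *Snord57* (chromosome 2, 130103752 to 130103823) had 794.2 and 559.9, and the microRNA genes *Mir7067* and *Mir3535* had 433.5 and 615.3, and 93.9 and 50.6, in FL and BM GFP+ cells, again with 0 in the GFP- cells. *Mir3101* had 57.1 in FL GFP+ and 0 in FL GFP- cells, and 862.8 and 53.2 in those of the BM. These microRNA genes are not in the reference annotation used for positions. The genes next in rank that encode protein included *Fcna* (chromosome 2, 25480186 to 25483550), with an FPKM of 26.1 in FL GFP+, 1.14 in FL GFP-, 44.8 in BM GFP+ and 0.838 in BM GFP- cells, and *Tspan17* (chromosome 13, 54890738 to 54898137), with 10.8, 0.136, 16.4 and 1.27. *Myc* itself (chromosome 15, 61816946 to 61821929) had an FPKM of 170.9 in FL GFP+ and 96.7 in FL GFP- cells and of 256.4 in BM GFP+ and 233.5 in BM GFP- cells. *Stat5b* (chromosome 11, 100642045 to 100712038) had 37.7 and 35.3 in the FL and 15.9 and 15.8 in the BM. Neither factor passed the 2-fold rule. With every sample rescaled to the same FPKM total, the log2 ratio in the BM went from 0.13 to −0.32 for *Myc* and from 0.006 to −0.42 for *Stat5b*. Which genes belong to the homoeostasis, metabolism, MYC and STAT5B sets is not in the files analysed here. The paper reports that the genes higher in BMP-activated HSCs of both tissues are enriched for these sets (Fig. 3c).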

Upregulated sets in the non-BMP-activated HSCs are significantly enriched for genes involved in haematopoietic system development, NFKB1, SP1 and NFE2 target genes (Fig. 3d; see figure legend for false discovery rate corrected Fisher exact test *P* values). 

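The reverse rule, an FPKM in GFP- cells more than 2 times that in GFP+ cells in both tissues, gave 2465 genes. Of these, 1967 (79.8%) had an FPKM of 0 in at least 1 of the GFP+ samples and 1377 in both, and 1758 were under an FPKM of 1 in at least 1 of the GFP- samples. The 5 with the largest changes were the short RNA genes *Snord110*, *Mir200c*, *Snord85*, *Mir6959* and *Mir6363*, all at 0 in both GFP+ samples. *Snord110* (chromosome 2 of NCBI37/mm9, 130101242 to 130101309) had an FPKM of 471.3 in FL GFP- and 550.7 in BM GFP- cells, and *Mir200c* (chromosome 6, 124668340 to 124668408) had 143.9 and 160.1 (no replicates). The highest-ranked protein-coding gene was *Zfp707* (chromosome 15, 75799553 to 75806298), at 22.1 in FL GFP- and 14.3 in BM GFP- cells and at 0 in both GFP+ samples. Of the factors named, *Nfkb1* (chromosome 3, 135247619 to 135354511) had an FPKM of 27.3 in FL GFP+ and 30.0 in FL GFP- cells and of 17.5 in BM GFP+ and 42.0 in BM GFP- cells. *Sp1* (chromosome 15, 102236574 to 102266835) had 3.06 and 1.251 in the FL and 0.358 and 1.44 in the BM. *Nfe2* (chromosome 15, 103078643 to 103088834) had 167.0 and 153.4 in the FL and 156.1 and 191.8 in the BM. Restricting the list to genes detected in all 4 samples changed it most, to 498 genes. The members of the enriched sets are not in the files analysed here. The paper reports overrepresentation of haematopoietic system genes and of NFKB1, SP1 and NFE2 targets in the list (Fig. 3d). It proposes that the distinct programs may affect how the HSC types function.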

As some of these transcription factors affect normal and malignant haematopoietic cells and specific haematopoietic lineages, the distinct programs may influence the functional characteristics of the two HSC types.

### BM HSC output correlates with BMP activation status

Limiting dilution and clonal transplantations were performed to examine the frequency and functional properties of BMP-activated and non-activated HSCs. We found that a high frequency of FL GFP^+^ cells are HSCs (1 out of 180), whereas only 1 out of 20,545 FL GFP^−^ cells is a HSC (Fig. 4a; Supplementary Table 1). Given that the FL contains a mean of 12.7 × 10^6^ cells, of which 3.7% are GFP^+^, our data demonstrate that 81% of FL HSCs are BMP activated, with 19% being non-BMP activated (Fig. 4b). This corresponds well with the percentages of GFP^+^ and GFP^−^ cells found in the FL LSK-SLAM phenotypic HSC compartment. In contrast, the non-BMP-activated HSC number is significantly higher in the adult BM (Fig. 4c,d). One in 10,053 BM GFP^+^ cells and 1 in 17,760 BM GFP^−^ cells is an HSC (Supplementary Table 2). Taking into account an average of 2 × 10^7^ BM cells per mouse (four long bones), of which 5.5% are GFP^+^, we find that 9% of BM HSCs are BMP activated and 91% are non-BMP activated. This is in correspondence with the percentages of GFP^+^ and GFP^−^ cells found in the BM LSK-SLAM phenotypic HSC compartment. The inversed percentages of BMP-activated HSCs in the BM as compared with the FL are likely due to time- and/or niche-related ontogenic changes.

Considering this shift in the number of BMP-activated HSCs with developmental time and the data of others showing that there are changes in the clonal composition of the HSC compartment associated with lineage output^2^, we tested the lineage output of BMP-activated and non-activated HSCs. Clonal transplantations of GFP^+^ and GFP^−^ HSCs from FL and adult BM (injected cell number was calculated by limiting dilution experiments) were performed and the peripheral blood lineage output data at 4 months post-transplantation was analysed according to Cho *et al.*^2^ (Supplementary Fig. 1B). Only primary recipients that were reconstituted in both lymphoid and myeloid lineages were considered. Our data in the FL show slight differences in the lineage output composition of HSCs, with more Bala-HSCs in the BMP-activated fraction. However, this did not reach significance (Supplementary Fig. 1C,D; Supplementary Table 3). In contrast, BMP-activated and non-BMP-activated HSCs in the BM were significantly different in terms of HSC lineage output composition (*P*=0.007). Bala-HSCs were significantly enriched in the BMP-activated HSC fraction: 7 out of 17 in the GFP^+^ as compared with 0 out of 15 in the GFP^−^ fraction (*P*=0.005) (Fig. 4e; Supplementary Table 3). My-HSCs were significantly enriched in the non-BMP-activated fraction: 7 out of 15 in GFP^−^ compared with 2 out of 17 in the GFP^+^ (*P*=0.031; Fig. 4f; Supplementary Table 3). Ly-HSCs were equally distributed (8 out of 17 and 8 out of 15; *P*=0.727) (Fig. 4e,f; Supplementary Table 3). Thus, prospective isolation of predominantly balanced and myeloid-biased HSCs is achieved in the BM by cell sorting based on BMP activation.

### The two HSC types differ in their intrinsic molecular programs

Previously, it has been suggested that common lymphoid progenitor cells (CLPs) derived from clonal transplantation of lymphoid–myeloid HSCs are poised for expression of lymphoid regulator genes^17^. We examined whether the expression of such lymphoid genes are already present in LSK-SLAM HSCs and are associated with BMP activation status. Whereas 88% of GFP^+^ BM HSCs have enhanced lymphoid differentiation potential (Bala+Ly), this potential is present in only 53% of HSCs in the GFP^−^ fraction (Supplementary Table 3). 

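In BM GFP+ and GFP- LSK-SLAM cells, *Ikzf1* (chromosome 11 of NCBI37/mm9, 11585006 to 11672929), which encodes Ikaros, had an FPKM of 33.3 and 30.6, a 1.09-fold difference (no replicates). *Tcf3* (chromosome 10, 79872259 to 79896392), which encodes E2A, had 72.7 and 34.03, a 2.14-fold difference. For *Flt3* (chromosome 5, 148142317 to 148212065) the values were 41.7 and 36.8, a 1.13-fold difference. The other lymphoid genes of Fig. 4g were also higher in the GFP+ sample. *Sfpi1*, which the files list as *Spi1* (chromosome 2, 90922547 to 90955913), had an FPKM of 314.5 in GFP+ and 173.4 in GFP- cells, *Gata3* (chromosome 2, 9778705 to 9811661) had 10.8 and 3.39, and *Bcl11a* (chromosome 11, 23978056 to 24074123) had 43.0 and 35.5. Past the paper's 2-fold threshold were *Tcf3* and *Gata3*. With 1 sample per fraction, whether the smaller differences exceed the variation between animals cannot be tested. Of 27 granulocyte, B cell, T cell and erythroid marker genes, 21 were past 2-fold higher in the same GFP+ sample. RNA from mature cells is thus not excluded as a source of the differences. Rescaling all samples to the same FPKM total moved the log2 ratios most and made them −0.32 for *Ikzf1*, 0.62 for *Tcf3* and −0.27 for *Flt3*, from 0.12, 1.07 and 0.18. The paper reasons from higher values of these 3 genes in GFP+ cells to a pro-lymphoid transcriptional programme in BMP-activated HSCs of the BM.

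**Figure D3:**
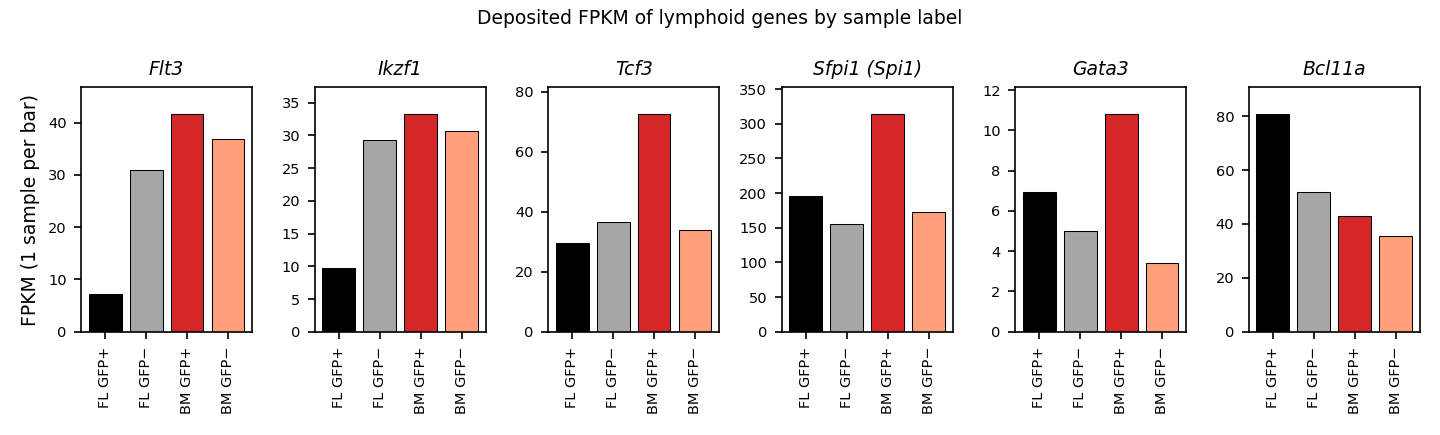
FPKM of the 6 lymphoid genes in the 4 samples, named by their deposited labels. Each bar is 1 sample without replicates, and each panel has its own linear axis from 0. In the BM every gene is higher in the GFP+ sample, by 1.09-fold for *Ikzf1* to 3.19-fold for *Gata3*, and in the FL *Flt3* and *Ikzf1* are lowest in the GFP+ sample.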

Moreover, RNA sequencing data showed that the GFP^+^ BM HSCs have higher Fragments per kilobase of transcript per million mapped reads (FPKM) values for Ikaros (*Ikzf1*), E2A (*Tcf3*) and *Flt3* genes than GFP^−^ HSCs, supporting a pro-lymphoid transcriptional programme for BM BMP-activated HSCs. This is not observed in the FL where similar proportions of HSCs with enhanced lymphoid differentiation potential exist in both GFP^+^ (96%) and GFP^−^ (97%) fractions (Supplementary Table 3). 

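In the FL, *Flt3* had an FPKM of 7.29 in GFP+ and 31.0 in GFP- LSK-SLAM cells, a 4.25-fold difference (no replicates). *Ikzf1* had 9.81 and 29.3, 2.99-fold lower in the GFP+ sample. The remaining lymphoid genes differed by less than 2-fold between the fractions. Their FPKM in GFP+ and GFP- cells was 29.8 and 36.6 for *Tcf3*, 196.1 and 154.7 for *Sfpi1* (listed as *Spi1*), 6.92 and 5.00 for *Gata3*, and 80.9 and 51.8 for *Bcl11a*. On the log2(FPKM + 1) scale the ratios were −1.95 for *Flt3*, −1.49 for *Ikzf1*, −0.29 for *Tcf3*, 0.34 for *Sfpi1*, 0.40 for *Gata3* and 0.64 for *Bcl11a*. No sample of the FL was replicated, and a spread against which to judge these ratios is not available. The largest shift came from scaling every sample to one FPKM total, which took *Flt3* to −2.21 and *Ikzf1* to −1.75.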

FPKM values of the lymphoid genes are comparable in these fractions (Supplementary Fig. 1E). These data suggest that the BM microenvironment promotes a pro-lymphoid gene programme in subset of HSCs activated by the BMP signalling pathway. 

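The contrast between the tissues was taken as the log2(FPKM + 1) ratio of GFP+ to GFP- cells in the BM minus that in the FL. It was 2.12 for *Flt3*, 1.61 for *Ikzf1*, 1.36 for *Tcf3*, 1.03 for *Gata3*, 0.52 for *Sfpi1* and −0.36 for *Bcl11a*. For *Flt3* and *Ikzf1* most of the contrast came from the FL GFP+ sample, where their FPKM was 7.29 and 9.81 against 29.3 to 41.7 in the other samples. For *Tcf3* it came from BM GFP+ cells, with 72.7 against 29.8 to 36.6. Each contrast rests on 4 samples, 1 per condition, and was not tested. With the samples rescaled to equal totals the BM ratio of *Bcl11a* changed sign, from 0.27 to −0.17. The paper sets higher lymphoid gene expression in BM GFP+ cells against comparable expression in the FL, and from this contrast proposes that the BM microenvironment promotes the pro-lymphoid programme.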

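The only replication of the GFP contrast in these samples is across the tissues. A linear model of log2(FPKM + 1) with tissue as a block, fitted with limma to the 11707 genes with an FPKM of at least 1 in at least 2 samples, left 1 residual degree of freedom per gene. It gave 13 genes with a Benjamini-Hochberg adjusted *P* value under 0.05, of which 5 were higher in GFP+ and 8 in GFP- cells. All 13 were microRNA or small nucleolar RNA genes. The smallest adjusted *P* values were 0.00010 for *Snord19* (log2 fold change 10.9, standard error 0.50) and 0.00033 for *Snord57* (log2 fold change 9.38, standard error 0.54). None of the Smad, lymphoid or transcription factor genes named by the paper and tested was among them. *Bmpr2*, *Bmpr1a*, *Bmpr1b* and *Smad1* did not pass the FPKM filter and were not tested. Without the trend in limma's eBayes step no gene remained (0 genes). The paper joins the differences in genetic programs to those in lineage output and proposes BMP signalling as a basis of HSC heterogeneity.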

These results on HSC lineage output, together with the clear differences in the genetic programs between BMP-activated and non-BMP-activated HSCs, suggest the BMP signalling axis as an underlying basis for HSC heterogeneity.

## Discussion

The BMP activation marker that we used in this study represents a robust method by which functionally distinct types of HSCs can be prospectively enriched. Other methods previously used such as label retention^18^, ckit expression levels^19^, Hoechst dye efflux levels^20^ and CD229 provide limited separation^17^. It was shown that TGFβ1 differentially controls Ly- and My-HSCs^20^. However, the variation between the individual HSC clones found in this study suggests that HSC subtype segregation is not absolute. Indeed, as we show here only a subset of Ly-HSCs are controlled by the BMP pathway. Interestingly, TGFβ1 appears to be a general stimulatory factor for My-HSC proliferation^20^. This is in line with our study showing that in BM, in absolute number, there are significantly more My-HSCs in the non-BMP-activated fraction and these are likely to be controlled by the TGFβ pathway.

The ability to prospectively identify the distinct HSC types based on BMP activation and directly measure the clonal composition of the HSC pool highlights the importance of the BMP signalling axis in directing the intrinsic HSC programme during ontogeny. MYC and STAT5b target genes that are enriched in the BMP-activated HSCs are, respectively, known to be important in the balance between differentiation and self-renewal, and for conferring efficient lympho–myeloid repopulation and quiescence properties^21^,^22^. Of the (NFE2, SP1 and NFKB1) targets upregulated in the non-BMP-activated HSCs, NFE2 is often overexpressed in the myeloproliferative disorders, which spontaneously transform to acute myeloid leukaemia and polycythemia^23^. SP1 and NFKB1 are known to regulate HSC specification and are required for normal HSC function and differentiation^24^,^25^. Interestingly, aged HSCs express high levels of NFKB^3^,^26^. This is in line with our data showing that the non-BMP-activated BM HSCs are high in NFKB and are predominantly myeloid biased. 

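*Nfkb1* (chromosome 3 of NCBI37/mm9, 135247619 to 135354511) had an FPKM of 42.0 in GFP- and 17.5 in GFP+ LSK-SLAM cells of the BM, a 2.40-fold difference (no replicates). The other NF-κB family genes had higher FPKM in the GFP+ sample, with 47.0 against 12.5 for *Nfkb2*, 23.9 against 6.72 for *Rel*, 84.7 against 39.2 for *Rela* and 40.6 against 22.0 for *Relb*. In the FL, *Rel*, *Rela* and *Relb* were also higher in GFP+ cells, whereas *Nfkb2* was lower there, at 0.210 against 2.60. These are mRNA levels of 1 sample per fraction, and NF-κB protein activity was not measured in them. RNA from mature cells in the BM GFP+ sample is not excluded as a source. The log2(FPKM + 1) ratio of *Nfkb1* in the BM was −1.22, and rescaling to equal FPKM totals, the alternative that moved it most, gave −1.64. The paper connects high NFKB in non-BMP-activated BM HSCs with their myeloid bias and with the high NFKB described in aged HSCs.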

These transcriptomic profiles together with further studies should provide insight into how HSC clonal composition may be regulated.

Our finding of the existence of non-BMP-activated HSCs now provides an explanation for the absence of a haematopoietic phenotype when the canonical BMP signalling pathway is impaired^6^,^7^,^8^. In the absence of BMP-activated HSCs, the non-activated HSCs are not only sufficient to assume the normal haematopoietic function, but may also expand. The earliest AGM HSCs are BMP activated and as development progresses and HSCs reside in other tissues, there is a shift in the ratio of HSC types from being predominantly BMP activated in the FL to being predominantly non-BMP activated in the adult BM. This implies quantitative changes in BMP-producing niches during the migration process from the AGM (BMP^high^) to FL and eventually multiple BM niches (osteoblastic, perivascular and neural) with variable BMP levels (BMP^high^ versus BMP^low^) or intrinsic changes in HSC BMP receptor expression with developmental time. Future studies should examine the specific niches supporting the two HSC types in the FL and BM for BMP production, and examine whether other signalling molecules regulate the non-BMP-activated HSCs. Deciphering the behaviour and lineage output of HSCs during ontogeny, understanding whether the two HSC types are interchangeable or have different origins and investigating the underlying intrinsic and extrinsic mechanisms that dictate these changes are of importance for ensuring that HSCs created through reprogramming strategies will be capable of generating all the desired cell types, and for understanding why specific haematological malignancies are prevalent in paediatric versus elderly patients^27^. Our findings may be of particular interest to drug resistance in acute myeloid leukaemia patients^28^, raising the question of whether a combination of drugs affecting the distinct HSC types would be more efficient to control blood-related disorders.

## Methods

### Mice and embryo generation

Mice were bred and housed at Erasmus MC. *BRE GFP* transgenic mice^9^ were maintained in C57BL/6 background. Two independently derived transgenic lines were used in this study. Data from line 1 are shown. Matings were set-up between heterozygous *BRE GFP* transgenic male and wild-type C57BL/6 female mice. The day of vaginal plug detection was designated as E0. All animal procedures were approved by the local ethics committee and performed in compliance with Standards for Care and Use of Laboratory Animals.

### Whole-mount immunostaining and immunohistochemistry

Whole-mount embryo immunostaining and three-dimensional imaging were performed as described previously^16^,^29^. Embryos were fixed for 20 min with 2% PFA/PBS at 4 °C; dehydrated in graded concentrations of methanol; stained with primary antibodies-unconjugated rabbit anti-GFP (MBL, 1:2000), biotinylated rat anti-CD31 (BD, 1:500) and subsequently with rat anti-cKit (BD, 1:500) antibodies in blocking buffer ON at 4 °C; washed; incubated with secondary antibodies goat anti-rabbit IgG-Alexa Fluor488 (Invitrogen, 1:1,000), goat anti-rat IgG-Alexa Flour647 (Invitrogen, 1:5,000) and donkey Streptavidin-Cy3, (Jackson ImmunoResearch, 1:1,000); made transparent in BABB; and analysed with a confocal microscope (Zeiss LSM 510META JNI, Plan-Neofluar × 10/0.3, Eppiplan-Neofluar × 20/0.50). Three-dimensional reconstructions were generated from z-stack with LSM Image Browser (Zeiss) and Amira (VISAGE IMAGING).

### Flow cytometry

AGMs were dissected with needles under the microscope as previously described^30^ and tissues were dissociated in PBS/FCS/PS with collagenase type I (Sigma, 0,125%) in water bath at 37 °C for 45 min. Cells were further mechanically separated by flushing with a pipette, washed with PBS/FCS/PS and centrifuged at 1,000 r.p.m. for 10 min at 4 °C. Pellets were resuspended in PBS/FCS/PS. E14 FL were mechanically disrupted until a homogeneous cell suspension was obtained. Adult BM was harvested from tibias and femurs by flushing with PBS/FCS/PS through a 1-ml syringe with a 25-G needle. Ficoll fractionation of BM cells was performed at 2,000 r.p.m., 20 min at room temperature. Mononuclear cells were harvested and washed with PBS/FCS/PS followed by centrifugation at 1,000 r.p.m., 10 min at 4 °C. Viable cells were counted by Trypan Blue exclusion (Sigma, 0.4%).

FL and adult BM LSK/SLAM cell stainings included LinPE cocktail (anti-CD3/1:400, anti-B220/1:2000, anti-Ter119/1:400, anti-Ly6c/1:4000 antibodies), anti-Sca1PE-Cy7(1:800), anti-cKitAPC-Alexa Fluor780(1:600) or BV421(1:500), anti-CD48PE(1:500) and anti-CD150APC(1:500) antibodies. Anti-CD11b-PE antibody (1:2,000) was added in the Lin staining for adult BM. Cells were analysed on a FACSAria SORP or FACSAria III (BD) with FloJo software. Dead cell exclusion was with Hoechst 33258 (1:10,000, Molecular Probes). Lineage output was tested on primary recipient peripheral blood at 4 months post transplantation using myeloid lineage (GM) markers, anti-CD11b PE and anti-Ly6c PE antibodies, lymphoid lineage (B+T) markers, anti-CD3APC(1:400) and anti-B220APC(1:2,000) antibodies and the donor marker with anti-CD45.2 FITC(1:500) antibody. All antibodies used were from BD Pharmingen except the anti-CD150 antibody (eBiolegend). Haematopoietic lineage output in peripheral blood of clonal transplant recipients (4 months post transplantation) was considered balanced when the B+T^value^/GM^value^/ was 4–16, myeloid-biased when the ratio was 0–4 and lymphoid-biased when the ratio was >16.

### Transplantation assay

Single cell suspensions were injected intravenously into female ((129SV × C57BL/6)F1 or Ly5.1) mice (3–6 months old) irradiated with 9 Gy (split dose, ^137^Cs source). A total of 2 × 10^5^ recipient background spleen cells were co-injected. BM cells from primary recipients were injected into irradiated (9 Gy, split dose) secondary recipients. For (129SV × C57BL/6) F1 recipients, peripheral blood peripheral blood chimerism was quantified by DNA PCR for *gfp* and calculated by DNA normalization (*myoD*) and comparison with *gfp* contribution controls with Image Quant software. Mice showing >10% donor chimerism were considered repopulated. For Ly5.1 recipients, peripheral blood chimerism was quantified by CD45.1 and CD45.2 flow cytometric analysis. Mice with >1% CD45.2^+^CD45.1^−^ donor chimerism were considered repopulated. Secondary recipients received either 3 × 10^6^ unsorted BM cells or GFP^+^ (1.5 × 10^5^ cells per mouse) and GFP^−^ (0.8−11.8 × 10^6^ cells per mouse) from the reconstituted primary recipients. For lineage output analysis, clonal HSC were transplanted based on frequencies found in the limiting dilution experiments. Briefly, GFP^+^ and GFP^−^ fractions from the BM and FL were first injected at different cell numbers in irradiated recipients and the repopulation activity measured at 4 months post injection. Using the following parameters, cell number transplanted and number of mice repopulated per number of mice transplanted, frequencies of HSCs were calculated with the L-Calc Software (StemCellTechnology). Subsequent transplants were performed with the cell numbers containing 1 HSC.

### RNA preparation and RNA sequencing

RNA was isolated from E14 and adult BM with the mirVana miRNA Kit and prepared according to SMARTER protocol^31^ for the Illumina HiSeq2000 sequencer. The sequencing depth (unique mapped reads) was for BM (GFP^+^ 1.21e^07^; GFP^−^ 1.11e^07^) and for the FL (GFP^+^ 1.22e^07^; GFP^−^ 9.63e^06^). Sequences were mapped to the mouse (NCBI37/mm9) genome and FPKMs were calculated using Bowtie (v2.2.3), TopHat (v2.0.12) and Cufflinks (v2.2.1). Differential expression was analysed using Cuffquant with fragment-bias and multi-read corrections and normalized across all samples using Cuffnorm with geometric library-size normalization^32^. Genes are ‘high in the BMP-activated HSC fraction (GFP^+^)' when FPKM in GFP^+^>2 × FPKM GFP^−^ in both BM and FL LSK-SLAM cells, and ‘high in the non-BMP-activated fraction (GFP^−^)' when FPKM in GFP^−^>2 × FPKM GFP^+^ in both BM and FL LSK-SLAM cells. For gene list enrichment analysis, genes were applied to *Enrichr* web application^33^. Gene sets with enrichment false discovery rate of 0.01 were selected and heatmaps (row scaled) were generated with ‘GFP^+^ high' or ‘GFP^−^ high' genes present in given enriched genelists.

## 

## Additional information

**Accession codes**: The RNA-seq data have been deposited in the Gene Expression Omnibus (NCBI) database with accession code GSE70132.

**How to cite this article:** Crisan, M. *et al.* BMP signalling differentially regulates distinct hematopoietic stem cell types. *Nat. Commun.* 6:8040 doi: 10.1038/ncomms9040 (2015).

## Supplementary Material

Supplementary Information Supplementary Figure 1, Supplementary Tables 1-3 and Supplementary Reference

## Figures and Tables

**Figure 1:**
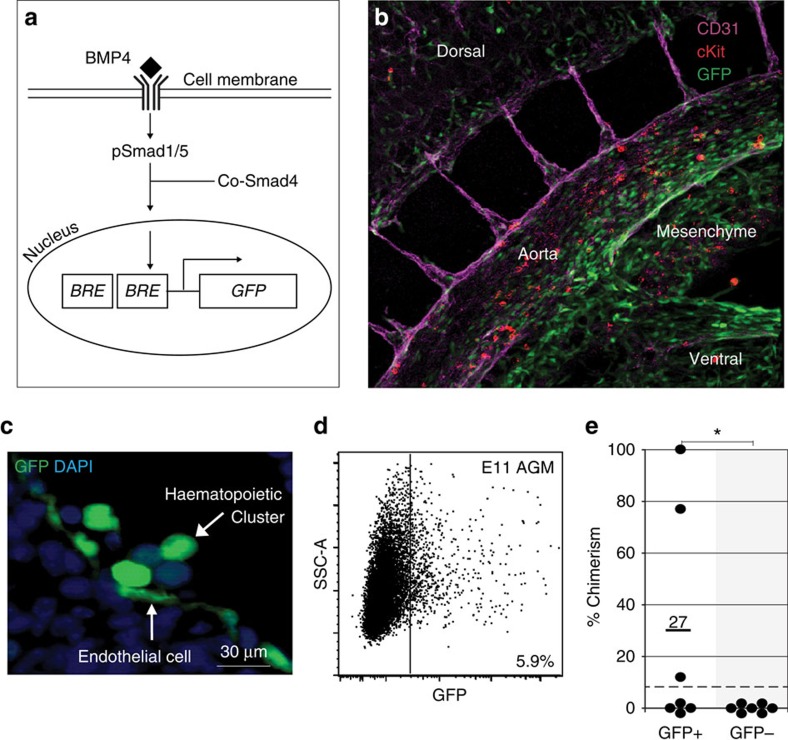
Aorta-gonad-mesonephros HSCs are BMP activated. (**a**) Scheme showing activation of the canonical BMP signalling pathway through phospo-Smad1/5 binding of the double BMP responsive element (*BRE*) and the resulting transcription of *GFP*. (**b**) Three-dimensional whole-mount image of an E10.5 immunostained *BRE–GFP* mouse embryo (37 somite pairs). Anti-CD31 (magenta), cKit (red) and GFP (green) antibody staining shows the predominantly ventral distribution of GFP^+^ cells in various cell types within the aorta and underlying mesenchymal cells. (**c**) High-magnification image of a transverse section of an E11 *BRE–GFP* dorsal aorta stained with anti-GFP-antibody and 4,6-diamidino-2-phenylindole (DAPI). Intra-aortic hematopoietic clusters contain GFP^+^ and GFP^−^ cells. Some endothelial cells are GFP^+^. (**d**) Representative FACS plot with side scatter on the *y* axis showing percentage of E11 AGM GFP^+^ cells (see Supplementary Fig. 1A for control). (**e**) Percentage donor cell chimerism in the peripheral blood of adult irradiated transplant recipients at 4 months after injection of E11 AGM GFP^+^ and GFP^−^ cells (2–4.5 embryo equivalents (ee) of AGM cells injected per mouse; *n*=3 independent transplantation experiments). *P=0.05 by z-Test for proportions.

**Figure 2:**
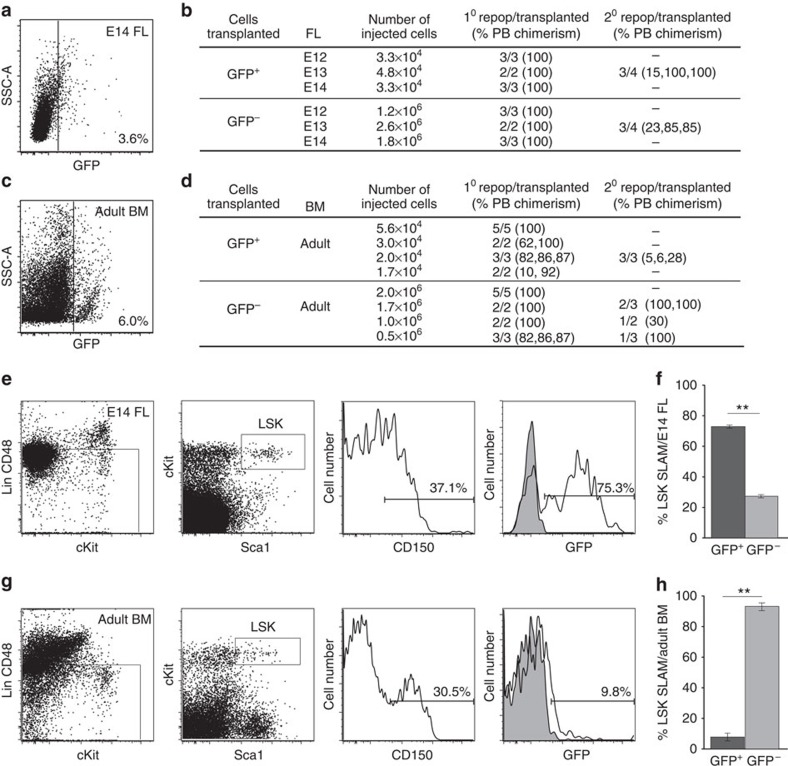
The fetal liver (FL) and bone marrow contain two distinct HSC types. Representative FACS plots showing percentage of GFP^+^ cells with side scatter shown on the *y* axis in the (**a**) E14 FL and (**c**) adult bone marrow (BM) of *BRE–GFP* mice (see Supplementary Figure S1A for controls). Transplantation results of adult irradiated recipients injected with GFP^+^ and GFP^−^ cells sorted from (**b**) E12, E13 or E14 FL (*n*=3) or (**d**) adult BM (*n*=4). Secondary irradiated adult recipients received BM cells, unsorted (3 × 10^6^) or GFP^+^ (1.5 × 10^5^) and GFP^−^ (0.8, 1.8 and 11.8 × 10^6^) sorted cells from repopulated primary recipients. Data from all secondary recipients were pooled. Peripheral blood (PB) donor chimerism is shown for all recipients. Representative FACS plots showing the sorting strategy for LSK-SLAM GFP^+^ and GFP^−^ cells from (**e**) E14 FL and (**g**) adult BM. Gates are shown for the Lin- and LSK fractions. Histogram analysis shows percentages of CD150^+^ cells in the LSK fractions and the percentages of GFP^+^ cells in the LSK-SLAM fractions of FL and BM. Grey curves show control non-transgenic LSK SLAM cells. Percentages of LSK SLAM cells that are GFP^+^ (black) or GFP^−^ (grey) as found in (**f**) E14 FL (*n*=3) and (**h**) adult BM (*n*=3). **P<0.001 *T*-test.

**Figure 3:**
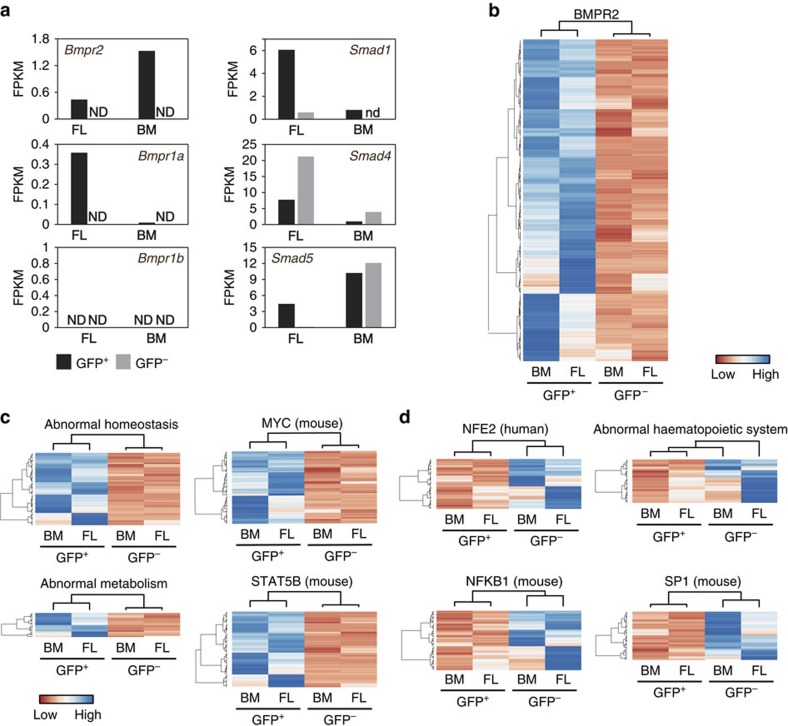
Transcriptome differences between BMP-activated and non-BMP-activated FL and BM HSCs. (**a**) FPKM values for *BMP* receptor and *Smad* genes expressed by GFP^+^ and GFP^−^ LSK SLAM sorted HSCs from E14 FL and adult BM. ND, not detected. (**b**–**d**) Gene list enrichment analysis on genes with more than two fold difference in expression level between GFP^+^ and GFP^−^ LSK SLAM sorted cells from FL and BM using *Enrichr* web-application (threshold false discovery rate (FDR)=0.01). GFP^+^ high genes are enriched in (**b**) BMPR2 gene targets (FDR<1.0e^−13^; Gene Expression Omnibus (GEO) Kinase perturbation gene sets). Gene lists available on request. (**c**) Also, overrepresented in GFP^+^ high genes are genes involved in homoeostasis (FDR=9.8e^−4^; Mouse Genome Informatics (MGI) mammalian phenotype term MP0001764), metabolism (FDR=5.4e^−4^; MGI mammalian phenotype term MP0005266), MYC (FDR=2.7e^−4^; TRANSFAC and JASPAR Position Weight Matrix (PWM) genesets), and STAT5B (FDR=2.7e^−4^; TRANSFAC and JASPAR PWM gene sets); (**d**) GFP^−^ high genes are enriched for NFE2 (FDR=9.6e^−3^; TRANSFAC and JASPAR PWM gene sets), NFKB1 (FDR=2.7e^−3^; TRANSFAC and JASPAR PWM gene sets), SP1 (FDR=2.7e^−3^; TRANSFAC and JASPAR PWM gene sets), and haematopoietic system (FDR=5.2e^−7^; MGI mammalian phenotype term MP0002396)-related genes.

**Figure 4:**
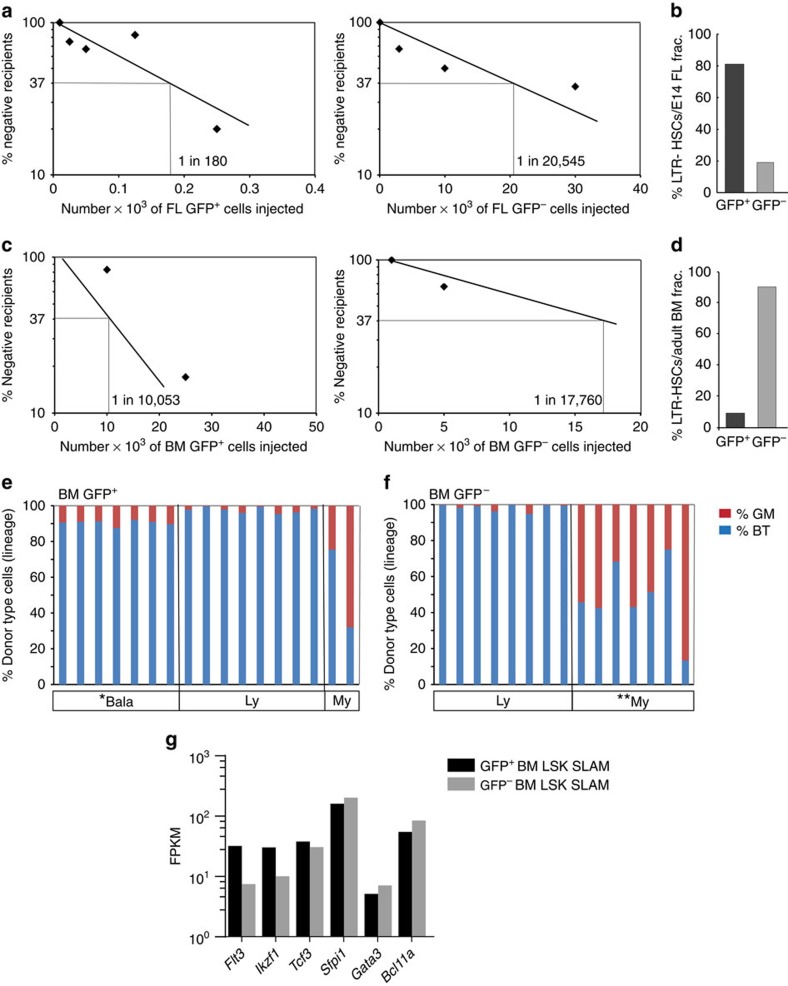
Relative percentages and lineage output of the BMP-activated and non-BMP-activated HSCs. Limiting dilution transplantation experiments show the frequencies of HSCs in GFP^+^ and GFP^−^ cell fractions from (**a**) E14 FL and (**c**) adult BM. See Supplementary Tables 1 and 2 for detailed results. Bar graphs showing percentages of long-term repopulating (LTR) HSCs that are GFP^+^ (black) or GFP^−^ (grey) in (**b**) E14 FL (*n*=5) and (**d**) adult BM (*n*=5) as calculated from limiting dilution transplantations. Summary of lineage output analysis of repopulated recipient mice injected with BM (**e**) GFP^+^ and (**f**) GFP^−^ cells at the clonal HSC level (*n*=3). Sorted GFP^+^ and GFP^−^ adult BM cells from 14–32-week-old *BRE–GFP* (Ly5.2) mice were injected intravenously into Ly5.1 irradiated (9 Gy) recipients and donor chimerism measured at 4 months post transplantation. Peripheral blood was analysed for donor Ly5.2 cell marker in granulocyte–macrophage (GM) lineages (Gr-1 and CD11b) and B- and T-cell lineages (B220 and CD3) by flow cytometry. Per cent donor contribution and donor percentage of GM and B+T were calculated according to Cho *et al.*^2^, to reveal HSC type in each recipient. *P* values were calculated by Fisher exact test between the GFP^+^ and the GFP^−^ fractions (*P*=0.007) and by two sample test for proportion (*χ*^2^) between balanced (*P=0.005), My (**P=0.031) and Ly-HSCs (*P*=0.727) of the two groups, GFP^+^ and GFP. (**g**) Fragments per kilobase of transcript per million mapped reads (FPKM) values for selected lymphoid genes expressed by GFP^+^ and GFP^−^ LSK SLAM sorted HSCs from adult BM.

How the deposited data were processed for this re-analysis (not part of the article)

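RNA from LSK-SLAM cells of *BRE–GFP* mice, sorted into BMP-activated (GFP+) and non-BMP-activated (GFP-) fractions, was sequenced in 4 samples, 1 per fraction from the FL at embryonic day 14 and 1 per fraction from adult BM. Which sample is which condition was taken from the deposited labels and the paper's methods, which name the same 4 groups. How many embryos or mice contributed to a sample is not stated in the text available here.

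The deposited values are FPKM, which the authors computed from HiSeq2000 reads of SMARTer libraries mapped to NCBI37/mm9 with Bowtie, TopHat and Cufflinks, corrected for fragment bias and multiple mapping with Cuffquant and normalized across samples with Cuffnorm by its geometric method. Each sample lists the same 23906 gene symbols, zeros included. Neither read counts nor standard errors are in the files. The depth of 9630000 to 12200000 uniquely mapped reads per sample is the paper's. The precision of a single FPKM is therefore unknown. As a guide to detection, genes of matched FPKM in one fraction were counted that were at 0 in the other, with 95% Wilson intervals. Some symbols share identical values in all 4 samples (597 of the symbols detected), for example *Hba-a1* and *Hba-a2*, and their values are not independent.

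Gene lists follow the paper's rule (FPKM in one fraction more than 2 times that in the other, in FL and in BM) on the FPKM as deposited. Agreement in direction between tissues was tested with Fisher's exact test on the genes past the threshold in both, with an exact 95% interval. Ratios and correlations used log2(FPKM + 1). Correlations used the 13609 genes with an FPKM of at least 1 in at least 1 sample, with intervals from 1000 bootstrap samples of the genes. Genes with a GFP effect were sought with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend, tissue as a block, Benjamini-Hochberg adjustment), on the genes with an FPKM of at least 1 in at least 2 samples. FPKM are not counts, so no model of counts was fitted. The remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene positions are from the GENCODE vM1 annotation of the same genome build, which holds 20856 of the 23906 symbols.

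The genes named in the text are those the paper names in its RNA-seq results, panels of marker genes written before the processed files arrived (1 panel gene was taken out of all panel counts afterwards, for a reason unrelated to its values), and for each gene list the 5 genes with the largest log2(FPKM + 1) ratio in the tissue where it was smaller. A few protein-coding genes of the lists are named as well, chosen after the first ranks proved to be short RNA genes. *Sfpi1* was read from the row of *Spi1*, its other symbol.

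The alternatives tried were pseudocounts of 0.1 and 1, filters on low FPKM, thresholds of 1.5-fold and 4-fold, rank correlation, limma without the trend or the block, and rescaling of every sample to the same FPKM total or to the same upper quartile of the genes detected in all 4 samples. Counting symbols with identical values once and leaving out microRNA and small nucleolar RNA genes were added after the data had been seen. The list, concordance and correlation code was tested on simulated FPKM, where it recovered 100% of the genes changed in both tissues, and the limma step was tested with 200 changed genes, of which it recovered 100%. Both simulations changed genes of higher FPKM only and used little noise. The changes in the limma test had a median log2 size of 2.98, against 0.654 in the FL and 0.608 in the BM over the analysed genes. Power for smaller changes or low FPKM was thus not measured. Enrichment of the lists for the paper's gene sets was left out because the sets are not available here, and transplantation and flow cytometry results have no files.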

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

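The designs, the first list of alternatives and the marker panels were fixed before the processed files arrived. Because every condition has 1 sample, none of the differences below was tested against replicates.

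Of the 17 genes the paper names, 7 had GFP+/GFP- ratios of opposite sign in FL and BM. The log2(FPKM + 1) ratio in the BM minus that in the FL was 2.49 for *Smad4*, −2.46 for *Smad5*, 2.12 for *Flt3*, 1.61 for *Ikzf1*, 1.36 for *Tcf3*, −1.70 for *Sp1* and −0.42 for *Nfe2*. The difference between tissues was not tested. Across the 13609 genes analysed, 45.6% had opposite signs, so 7 of 17 is close to the share among all genes. Several technical explanations were weighed. Transcript length and GC content were little related to the ratios over the 11784 genes (86.6%) with a coding transcript in the annotation. Spearman's rho in FL and BM was −0.024 and 0.063 for length, with opposite signs, and 0.019 and 0.053 for GC content. Normalization matters for the small ratios, since rescaling to equal totals turned the BM ratio of *Flt3* to −0.27 and that of *Ikzf1* to −0.32. It also gave both FL and BM ratios of *Smad5* and *Nfe2* the same sign, so that these 4 genes would not have been flagged. The same rescaling gave opposite signs to *Myc* (0.56 in the FL, −0.32 in the BM) and *Bcl11a* (0.38 and −0.17), which would then have been flagged. A biological explanation, a different effect of BMP activation in each tissue, is possible for *Smad4* and *Smad5*, whose contrasts are the largest, but with 1 sample per condition it cannot be told apart from sample-to-sample variation.

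Among the 125 panel genes that the paper does not discuss, 8 were past 2-fold in the same direction in both tissues. The smaller of the FL and BM log2 ratios was 2.00 for *Cd79a*, 1.07 for *Cd79b*, 1.29 for *S100a8*, 1.07 for *Cd48*, 1.27 for *Afp*, 1.18 for *Traf1* and 1.124 for *Gp1bb*, all higher in GFP+ cells, and −1.11 for *Bambi*, higher in GFP- cells. This share, 6.4% of the panel genes, is near the 6.3% of all analysed genes that behave in this way. The comparison is rough, since 113 of the 125 panel genes pass the FPKM filter of the analysed genes. It also pools directions. All but *Bambi* were higher in GFP+ cells, whereas among all analysed genes 264 were higher in GFP+ and 591 in GFP- cells. *Cd79a* and *Cd79b* are B cell genes, *S100a8* a granulocyte gene, and CD48 is a surface protein that the SLAM sort excludes. *Cd79a* was low in the FL, at 7.16 and 0.766 in GFP+ and GFP- cells, and high in both fractions of the BM, at 1063 and 264.6. A candidate explanation is RNA from mature cells in the GFP+ samples. In the BM, 21 of 27 genes of the granulocyte, B cell, T cell and erythroid panels were past 2-fold higher in GFP+ than in GFP- cells, against 20.9% of 12358 other genes, an odds ratio of 13.2 (exact 95% interval 5.15 to 40.0). In the FL the odds ratio for the same panels was 1.77 (exact 95% interval 0.49 to 5.29). A few genes taking most of the FPKM total was the competing technical explanation. With the 157 highest genes left out of the scaling, the BM GFP+ values changed by a factor of 0.835 relative to the BM GFP- values, and a share of 0.741 of the panel genes (20 of 27, from 21) stayed past 2-fold. A factor of this size moves only genes close to the threshold, so the count is a weak test of this explanation. Both predictions were written after the values had been seen. Mature-cell RNA in the BM GFP+ sample remains a hypothesis, and lineage gene expression within the sorted cells cannot be excluded with these files.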

How the results depend on the processing

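Rescaling to the same upper quartile left every headline result within its bounds. No alternative turned the odds ratio under 1 or brought the mean same-tissue correlation under the mean same-GFP correlation. Single pairs did overlap at the main setting, with r at 0.828 for the FL pair and 0.834 for the GFP- pair. The other results moved as follows.

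The 473 genes high in GFP+ cells became 264 with a pseudocount of 1, 1082 at 1.5-fold, 133 at 4-fold and 270 with total rescaling. The 2465 genes high in GFP- cells became 591 with a pseudocount of 1, 1565 with a pseudocount of 0.1, 707 with an FPKM of at least 1 in the higher fraction and 498 among genes detected in all 4 samples. Each of these filters removes genes of low FPKM, most of which were at 0 in a GFP+ sample. The odds ratio of 1.14 passed the test's threshold at 1.5-fold, at 1.30 (*P* = 2.4e-07 by Fisher's exact test), where small ratios enter, and with symbols of identical values counted once, at 1.15 (*P* = 0.047 by Fisher's exact test), an alternative chosen after seeing the data.

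The correlation of the ratios, 0.031, was 0.061 with a pseudocount of 0.1. It was lower, at 0.018, for genes with an FPKM of at least 1 in all 4 samples, and 0.011 by Spearman's rho. The same-tissue excess of 0.082 was 0.094 with a pseudocount of 0.1, 0.045 without a filter and 0.065 for genes with an FPKM of at least 1 in all 4 samples. The 13 genes by limma became 1 with a pseudocount of 0.1, 5 with an FPKM of at least 1 in all 4 samples, 0 without the trend and 4 without the tissue block. With 1 residual degree of freedom the test leans on variance shared between genes. The share of matched genes at 0, 14.2%, was 59.5% with the direction turned round, since fewer genes were detected in GFP+ samples.

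Total rescaling reversed the log2 ratios of *Smad5* in the FL (−0.0015), of *Flt3* (−0.27), *Ikzf1* (−0.32), *Bcl11a* (−0.17) and *Myc* (−0.32) in the BM, of *Stat5b* in the FL (−0.16) and BM (−0.42) and of *Nfe2* in the FL (−0.13). Upper-quartile rescaling reversed *Stat5b* in the FL (−0.13) and BM (−0.091) and *Nfe2* in the FL (−0.10). All were at most 0.272 before rescaling, and the BM GFP+ sample has the largest FPKM total. Of 162 rows for single genes, 9 others changed: 3 weaker and 6 stronger.

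The files hold no counts, so a ratio between low FPKM values, such as those of the receptor genes, has no computable error.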

Differences from the paper's values

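The paper gives FPKM values of single genes only as bars, which were read by eye from the figures when the deposited values were already known. In Fig. 3a, *Bmpr2* is at about 0.43 in FL GFP+ and about 1.5 in BM GFP+ cells by the paper, and the deposited values under those labels are 0.120 and 0.038. *Bmpr1a* is at about 0.36 in FL GFP+ and about 0.01 in BM GFP+ cells in Fig. 3a, and 0 in both here. *Smad1* is at about 6 in FL GFP+ cells in Fig. 3a and 0 here. For *Smad4*, Fig. 3a shows about 7.7 in FL GFP+, about 21 in FL GFP-, about 0.9 in BM GFP+ and about 3.8 in BM GFP- cells, where the files hold 0.496, 2.39, 3.803 and 0.933. For *Smad5*, Fig. 3a shows about 4.4 in FL GFP+, about 0.1 in FL GFP-, about 10 in BM GFP+ and about 12 in BM GFP- cells, and the files hold 11.8, 9.88, 0.130 and 4.28.

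In Fig. 4g, the paper's bars for BM GFP- cells are at about 7.3 for *Flt3*, about 10 for *Ikzf1*, about 7 for *Gata3* and about 83 for *Bcl11a*, and the deposited BM GFP- values are 36.8, 30.6, 3.39 and 35.5. The bars for BM GFP+ cells are at about 37 for *Tcf3*, about 160 for *Sfpi1* and about 5.1 for *Gata3*, against 72.7, 314.5 and 10.8 here.

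Of the alternatives set before the files arrived, total rescaling brought *Tcf3* (53.0) and *Sfpi1* (229.3) in BM GFP+ cells within 1.5 times of the paper's bars and no other of these values, while upper-quartile rescaling brought none. The other alternatives do not change FPKM. Total rescaling also moved *Smad1* in FL GFP- and BM GFP+ cells and *Bcl11a* in BM GFP+ cells outside 1.5 times. With the deposited labels, 7 of the 27 plotted values were within 1.5 times of the deposited ones. Reading the 4 deposited samples in reverse order, a setting chosen after seeing the values and used for no other result, brought 22 of the 27 within 1.5 times. The 5 left outside were the 4 values of *Smad4* and that of *Bmpr2* in FL GFP+ cells.

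Several directions differ as well. The paper has *Bmpr* genes expressed in GFP+ and absent from GFP- HSCs. In the files *Bmpr2* was higher in GFP- cells, 16.8-fold in the FL and 6.60-fold in the BM, and *Bmpr1a* was found only in GFP- cells. Fig. 3a marks *Smad1* as not detected in BM GFP- cells, where the files hold 5.90, the highest of the 4 samples. Fig. 4g shows *Sfpi1*, *Gata3* and *Bcl11a* lower in BM GFP+ than in BM GFP- cells, whereas here they were higher, by 1.81-fold, 3.19-fold and 1.21-fold. For the FL, the paper calls the lymphoid gene values of the fractions comparable, and here *Flt3* was 4.25-fold and *Ikzf1* 2.99-fold lower in GFP+ cells.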

Other observations

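The plotted and deposited FPKM were compared under each of the 24 ways to assign the 4 deposited samples to the 4 labels of Figs 3a and 4g. The mean absolute difference in log2(FPKM + 1) over the bars, with bars marked not detected set to 0, was 1.035 for the labels as deposited, the largest of the 24, and 0.225 for the reversed order (BM GFP-, BM GFP+, FL GFP- and FL GFP+ in place of FL GFP+, FL GFP-, BM GFP+ and BM GFP-), the smallest. The next order had 0.448. A candidate explanation is therefore that the samples were put in reverse order either in the figures or in the files. This prediction was written after the values had been seen. Other tests bear on which of them holds the order of the cells. Of the 7 genes of the fetal programme panel, 6 (*Lin28b*, *Hmga2*, *Igf2bp1*, *Igf2bp3*, *Igf2* and *H19*) were higher in both samples labelled FL than in both labelled BM, and 0 the other way. The tissue labels of the files thus fit fetal and adult cells, and an exchange of FL and BM in the files is unlikely. The full reversal would exchange the tissues as well, so these 6 genes argue against it in the deposited labels. For the GFP labels the BMP target panel gave 3 genes higher and 1 lower in GFP+ cells in both tissues, an exact binomial *P* of 0.625. Even 4 against 0 would give 0.125 by this test, so it cannot decide, and an exchange of GFP+ and GFP- within the tissues stays open. Among targets with an FPKM of at least 1 in a BM sample, *Id1*, *Id2*, *Id3* and *Smad7* were 4.03-fold, 5.64-fold, 2.57-fold and 3.35-fold higher in BM GFP+ cells. *Bambi* was 3.44-fold lower there. In the FL *Id1* was 1.93-fold and *Id2* 1.10-fold higher, and *Id3*, *Smad7* and *Bambi* were lower. No GFP transgene is listed in the files. The values of *Smad4* are not explained by the reversed order. Every passage keeps the deposited labels.

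BMP target genes written down beforehand were split in these data. *Id1* had an FPKM of 109.1 in FL GFP+ and 56.5 in FL GFP- cells and of 70.4 and 17.5 in the BM, and *Id2* and *Smad6* were also higher in GFP+ cells of both tissues, while *Bambi* was lower. Some of these differences were small, at 1.10-fold for *Id2* in the FL and 1.17-fold and 1.30-fold for *Smad6* in FL and BM. Only signs were counted, and the count was not tried under rescaling. The prediction for BMP signalling in the GFP+ fraction, more genes up than down, was met with 3 against 1, too few to tell from chance (exact binomial *P* = 0.625). For NF-κB target genes the prediction of more genes lower in GFP+ cells was not met, with 0 lower and 4 higher in both tissues of 12 detected.

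A shared GFP programme was examined through the odds ratio of shared direction. At the 2-fold threshold the lower bound of its exact 95% interval was 0.994. By the prediction written beforehand, the genes changed in the same direction in FL and BM were thus not distinguishable from an absence of shared direction. At 1.5-fold the odds ratio was 1.30 (exact 95% interval 1.17 to 1.43), while the intervals of the other planned settings included 1. The correlation of the ratios, 0.031, had an interval of 0.0008 to 0.059. A weak shared direction is therefore not excluded. Contamination by mature cells of each tissue might hide a shared programme. Among the 10130 genes within 4-fold between the tissues in each fraction, r of the ratios was 0.421, above the 0.2 of a prediction written before this value was computed but after the correlation over all genes had been seen. With the BM labels exchanged, however, the same filter gave 0.174, because it bounds how far the ratios can differ. The exchanged-label check, and the decision to leave this test open although 0.421 passed the 0.2, were made after the value had been seen.

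The list of genes high in GFP- cells was 5.21 times as long as that of genes high in GFP+ cells. A candidate explanation is the smaller number of genes detected in the GFP+ samples. Among the 10811 genes detected in all 4 samples the lists held 498 and 365 genes, a ratio of 1.36, under the 1.5 of a prediction written before this ratio was computed but after the lengths of the lists had been seen. This restriction, however, only takes away the genes at 0 in a sample (1967 and 108 of the lists), and genes absent from GFP+ cells would be taken away in the same manner. The test therefore cannot tell missed detection from absence, which was recognized after the value had been seen. Zeros and low values were less frequent in the list high in GFP+ cells, where a share of 0.294 was at 0 in a GFP- sample or under 1 in a GFP+ sample, against a predicted 0.5 if the list were mostly such genes. The same asymmetry bears on the receptor genes. A share of 0.142 of the genes matched to *Bmpr2* in FL GFP+ cells was at 0 in FL GFP- cells, and a share of 0.564 of those matched to *Bmpr1a* in BM GFP- cells was at 0 in BM GFP+ cells. No *Bmpr* gene in the files was above 0 in the GFP+ and at 0 in the GFP- sample of a tissue, so the first share bears on no absence in these data. The absence of *Bmpr1a* from BM GFP+ cells may be missed detection, but matched genes that are truly absent are counted in its share as well. The last of these predictions was written after the values had been seen.

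Short RNA genes were frequent among the largest changes. Of the 50 genes with the largest changes on both lists 22 were microRNA or small nucleolar RNA genes, 22.3 times their share among detected genes, and among the 13 genes found by limma their share was 1. FPKM divides by transcript length, and for genes under 100 bases a few reads may give high values. That would make these calls a property of the unit and of the gene length, though the files hold no counts with which to check it. Both predictions were written after the values had been seen, and no biological explanation was tested.

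Hepatocyte genes were higher in the FL GFP+ than in the FL GFP- sample. *Alb* had an FPKM of 140 and 9.49, and *Afp* 149 and 5.66. Of the 8 hepatocyte panel genes 7 were past 2-fold, an odds ratio of 32.2 (exact 95% interval 4.1 to 1452), which suggests RNA from hepatocytes in that sample, by a prediction written after the values had been seen. A normalization effect was not tested on this panel itself. Rescaling to equal totals, with 1 factor per sample, moved the FL log2 ratio of *Myc* from 0.81 to 0.56 and of *Sfpi1* from 0.34 to 0.085. Such a shift argues against normalization for *Alb*, *Afp*, *Apoa1* and *Apoa2*, with FL log2 ratios of 3.74, 4.49, 2.42 and 2.85. The other panel ratios were smaller, at 1.31 for *Serpina1a*, 1.15 for *Trf* and *Serpina1b* and 0.27 for *Ttr*.

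Sorting and stress genes also differed. *Procr* was at 0 in BM GFP+ and at 60.8 in BM GFP- cells, *Kit* at 22.2 and 76.6, and *Cd48* at 267 and 126. *Ly6a* was higher in BM GFP+ cells, at 286.2 and 145.5, and *Procr* differed little in the FL, at 106.0 and 113.5. Of the 8 sorting genes of the panel, 5 were lower and 1 was higher in GFP+ cells of both tissues. All 9 immediate early genes of the panel were higher in both BM samples than in both FL samples, with 768 and 638 for *Fos* in BM GFP+ and GFP- cells and 5.52 and 1.99 in the FL. The paper does not report these values, and no explanation was tested.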
